# Multiplexed Illumina sequencing libraries from picogram quantities of DNA

**DOI:** 10.1186/1471-2164-14-466

**Published:** 2013-07-09

**Authors:** Sarah K Bowman, Matthew D Simon, Aimee M Deaton, Michael Tolstorukov, Mark L Borowsky, Robert E Kingston

**Keywords:** Illumina, ChIP-seq, Multiplex, Barcoding, Library preparation

## Abstract

**Background:**

High throughput sequencing is frequently used to discover the location of regulatory interactions on chromatin. However, techniques that enrich DNA where regulatory activity takes place, such as chromatin immunoprecipitation (ChIP), often yield less DNA than optimal for sequencing library preparation. Existing protocols for picogram-scale libraries require concomitant fragmentation of DNA, pre-amplification, or long overnight steps.

**Results:**

We report a simple and fast library construction method that produces libraries from sub-nanogram quantities of DNA. This protocol yields conventional libraries with barcodes suitable for multiplexed sample analysis on the Illumina platform. We demonstrate the utility of this method by constructing a ChIP-seq library from 100 pg of ChIP DNA that demonstrates equivalent genomic coverage of target regions to a library produced from a larger scale experiment.

**Conclusions:**

Application of this method allows whole genome studies from samples where material or yields are limiting.

## Background

As the price of high throughput sequencing declines, it is easier for researchers to apply genome-wide approaches to diverse samples of DNA. One particularly interesting type of sample is DNA enriched from techniques that map regulatory interactions on chromatin. These techniques include chromatin immunoprecipitation (ChIP), which purifies fragments of DNA that bind to a regulatory protein, such as a transcription factor or a covalently modified histone. When ChIP is applied to limited cell numbers, such as rare cell populations or a specific cell type that is difficult to harvest, the amount of recovered DNA is frequently limiting for sequencing library production. Multiplex library protocols typically require several nanograms or microgram amounts of input DNA, while ChIP from limited cell numbers, such as 10^5^*Drosophila* cells or 10^4^ mammalian cells, can yield far less.

The problem presented by limited amounts of input DNA has been addressed in different ways. One strategy is to make multiple copies of the purified DNA fragments prior to library production, either by PCR [1,2] or by in vitro transcription [3]. This increases the amount of the input DNA to the microgram range, so it is amenable to sequencing library construction. However, additional amplification cycles can skew sequencing results [4], and these methods are inherently time-consuming, involving several additional enzymatic steps. Other strategies for library construction from small amounts of DNA are not suitable for ChIP analysis because they require unfragmented genomic DNA as input material [5-7].

To avoid these drawbacks, we developed a simple and fast library construction protocol (Figure 1) that uses sub-nanogram quantities of fragmented DNA as input, and avoids pre-amplification and overnight steps. The resulting libraries are barcoded and suitable for multiplexed analysis on the Illumina platform. The oligo design is based on the Illumina TruSeq sample preparation and the protocol draws from that method, as well as others [8,9] that require nanograms to micrograms of input material. The advantage of the protocol reported here is that it allows library construction from 100 pg of ChIP DNA using a customizable, kit-independent workflow.

**Figure 1:**
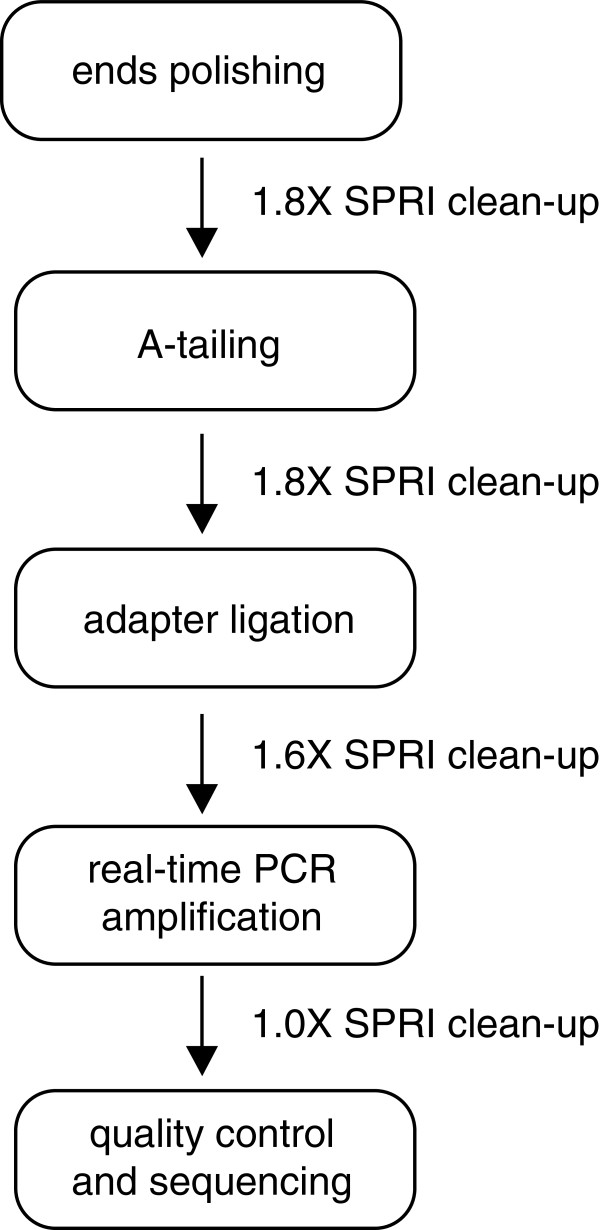
**Workflow.** The ratio of the volume of suspended SPRI beads to the volume of sample is indicated.

## Results and discussion

Illumina DNA library construction consists of four major steps: end polishing, A-tailing, adapter ligation, and library amplification. Between steps, enzymatic reactions are purified using solid phase reversible immobilization beads (SPRI beads). To adjust these steps for use with picograms of input, we introduced modifications that are outlined in Table 1.

**Table 1:** Comparison of Illumina and modified method

**Parameter**	**Illumina method**	**Drawback**	**Modified method**	**Benefit**
Adapters	Indexed	Entire sample receives one barcode	Universal	Flexibility; multiple barcodes can be added later
Size selection	Gel-mediated	Time-consuming; sample loss	No size selection	Time savings; sample retention
Amplification	10-18 cycles	Potentially under-optimized	Monitored by qPCR	Stop cycling during log growth phase
All steps	Constrained by kit	Difficult to modify	Transparent and kit-independent	Flexibility

We designed universal adapters and barcoded amplification oligos that would be compatible with single- or paired-end sequencing on the Illumina platform. The Illumina multiplex protocol for DNA introduces the barcode (or “index”) to the library in the adapter oligo. We preferred to use universal adapter sequences and add the barcodes during the amplification phase, a strategy used by others [10,11] and also developed into a DNA library prep kit (NEBNext) sold by New England Biolabs. Use of universal adapters and indexed amplification primers offers the option to save part of the adapter-ligated DNA sample and, if experimentally necessary, amplify a library with an alternative barcode. We designed universal adapter oligos with similar melting temperatures to those developed by Illumina for paired-end sequencing, and included sites of phosphorylation and phosphorothioate linkages [12]. Ligation of universal adapters to DNA fragments creates products that are extended by PCR to produce barcoded samples containing the identical sequences used for Illumina TruSeq multiplexing (see Additional file 1; also TruSeq DNA Sample Preparation Guide, Part No. 15005180 Rev. A). These oligos produce libraries that are compatible with conventional data analysis pipelines (Figure 2).

**Figure 2:**
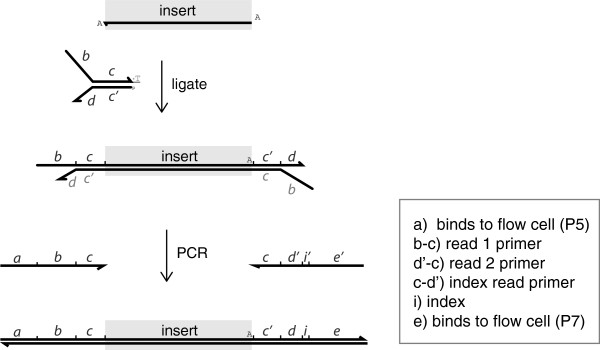
**Oligonucleotide design and products of protocol.** P5 and P7 are names given by Illumina to the oligo sequences that bind to the flow cell.

Additional modifications to the Illumina protocol include skipping the gel-mediated size selection step and monitoring the amplification of the library by quantitative PCR (qPCR). Illumina recommends purifying the ligation products on a gel to remove excess adapters. By adding less than 1 uM adapters to the ligation reaction, we generally avoid excess adapters and find that gel purification can be avoided for samples fragmented either by enzymes (this study) or sonication [13]. Following adapter ligation, library amplification both enriches for DNA fragments with an adapter ligated to both ends and increases the amount of DNA in the library. Illumina protocols recommend 10 cycles of PCR when starting with one microgram of input DNA, and 18 cycles when starting with 5 nanograms, but it is difficult to know a priori how to optimize cycle number for alternative sample amounts. Following the amplification in real time by monitoring SYBR Green fluorescence allows the reaction to be stopped during the exponential phase and before the reaction plateaus. This allows the maximum amount of DNA to be produced for each library while preventing over-cycling and heteroduplex formation, which can interfere with downstream quantitation [11,14]. While we have not noticed any obvious decrease in the sequencing data quality when SYBR Green is included in the PCR step, one alternative to avoid this would be to amplify half the adapter-ligated DNA using real-time PCR to determine cycle number, and repeat the reaction without SYBR Green using the remaining sample. (For a detailed protocol, please see Additional file 2).

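ChIP-seq locates a histone modification by sequencing DNA recovered with an antibody against it and comparing the tags with those of input chromatin, which was sequenced without immunoprecipitation. Tag tables of 4 libraries from Drosophila embryos were analysed, the ChIP library and the input library of picogram 1 and of picogram 2. The picogram samples are biological replicates of one condition, so that means are over n = 2, and each ChIP library was made from about 100 pg of DNA recovered from 100000 nuclei. The chromatin was fragmented with micrococcal nuclease, an enzyme that cuts between nucleosomes. The authors aligned single-end reads to the dm3 genome with Bowtie, discarded positions with anomalous numbers of tags, and deposited the count of tags that remained at each position and strand. The picogram 1 ChIP library held 15996046 tags at 7472900 positions and its input held 46056072 tags at 33086723 positions. The picogram 2 ChIP library held 10783494 tags at 5930361 positions and its input held 25223327 tags at 20703374 positions. These totals are the filtered, aligned reads of Table 2, so no further position was removed here. The tags lay on 14 sequences, of which the 6 chromosome arms 2L, 2R, 3L, 3R, 4 and X held 89.4% and 89.6% of the ChIP tags and 76.3% and 75.9% of the input tags of picogram 1 and picogram 2. Tags were moved by 75 bp to the centers of their fragments and both strands were combined. Regions of enrichment were identified with windows of 1000 bp moved by 100 bp. The ChIP tags of each window were compared with its input tags, weighted by the ratio of the total tags of the libraries, and windows with a Z-score of at least 3 were joined. Regions with at least 2-fold enrichment, after adding a pseudocount of 1, were retained. The scheme rebuilds the broad clusters of the SPP package, which was not run here, and the number of regions depends on the window, the weight and the step. PCR copies cannot be told apart from separate molecules in these tables, so intervals given for shares cover counting error only. The nanogram libraries were not analysed here.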

We applied the modified library construction protocol to approximately 100 pg of DNA from *Drosophila* embryos enriched by ChIP against trimethylated lysine 27 of histone H3 (H3K27me3). 

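In the RefSeq annotation of the Release 6 assembly, the homeotic genes of the complex follow one another on chromosome 3R in the order Ubx, abd-A and Abd-B. All are protein-coding genes. Between Ubx and abd-A the annotation lists 7 other genes, 2 of them protein-coding, and between abd-A and Abd-B it lists 6, of which 1 is protein-coding. Of the other genes marked in Fig. 3B, srp, pnr and ss come in that order ahead of Ubx on the same arm, with 3 genes between srp and pnr, 55 between pnr and ss, and 48 between ss and Ubx. The tags were aligned to dm3, another build, so only the order of the genes is given.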

H3K27me3 is a repressive histone modification found in broad domains throughout the *Drosophila* genome, notably at the Bithorax Complex (BX-C), a 300 kb region containing 3 homeotic genes: *Ubx*, *Abd-A*, and *Abd-B*. We reasoned that successful ChIP-seq library construction from picograms of DNA would enrich the same domains as libraries constructed in a larger scale format.

The modified protocol produces data with enriched regions qualitatively and quantitatively similar to data from a related, larger scale experiment (Table 2). 

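In the picogram 1 library, 1205 regions of enrichment were identified, covering 13932200 bases or 8.26% of the sequence. Their median length was 6600 bp, the longest was 112800 bp, and their median enrichment was 2.55-fold. In the picogram 2 library, 1474 regions covered 15131200 bases or 8.97% of the sequence, with a median length of 5400 bp and a median enrichment of 2.44-fold. For comparison, the paper's Table 2 reports 1050 and 1285 clusters. The chromosome arms held 1056 of the picogram 1 regions and 1292 of the picogram 2 regions, a count chosen after seeing the data. With the arms analysed alone, which also changes the weight of the input, the numbers were 801 and 950. The unplaced sequences U and Uextra held 146 and 176 regions, at places with a median of 32 and 33.8 input tags per kb against means of 214 and 119 over these sequences. The difference between the counts depended on depth. After the ChIP libraries and the inputs were each thinned to the smaller one, 1447 regions were identified in picogram 1 against 1474 in picogram 2. The weight of the input moved the counts most. Weighted by the tags outside enriched windows only, the input gave 11220 regions in picogram 1 and 10967 in picogram 2.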

Multiple independent ChIP experiments from 10^5^ cells reproducibly yielded measurements of 50–150 pg of DNA when assayed with PicoGreen reagent. Library preparation was performed on the output of two of these ChIP experiments, followed by single-end sequencing. 

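Tag counts of the picogram libraries were compared with their inputs in fixed windows of 1000 bp across the genome, with total tags as the library size. Of 166011 windows with a mean of at least 10 tags over the 4 libraries, 33608 or 20.2% had more ChIP than input at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these windows, 14919 were enriched at least 2-fold. ChIP was below input in 87654 windows, or 52.8%, and the median log2 ratio of ChIP to input was -0.59. With the replicate number as a block, 31403 windows had more ChIP than input. ChIP and input libraries with the same number did not deviate together, with a correlation of their differences between picogram 1 and picogram 2 of -0.0364 across windows, which are not independent. Windows of 5000 bp changed the count most, to 6638 of the 33429 windows tested, or 19.9%. Among the fits in windows of 1000 bp the scaling of the libraries changed it most. With edgeR's TMM normalization the median log2 ratio moved to -0.14 and 56379 windows had more ChIP than input, 28393 of them at least 2-fold. ChIP was then below input in 69120 windows, or 41.6%, so the share below input also depended on the scaling. With each replicate left out, no test was possible, and 15497 and 15505 windows were enriched at least 2-fold.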

Tag density across the *Drosophila* genome from the picogram-scale libraries was compared to tag density from a similar experiment performed at larger scale by the modENCODE consortium (5–50 ng input) [15]. Regions of enrichment were also identified. 

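Regions found in both picogram libraries were joined across gaps of at most 10 kb, which gave 506 domains, 101 of them on chromosome 3R and 37 of at least 100 kb. The longest domain of the genome extended over 327.1 kb of chromosome 3R in dm3, from 12483601 to 12810700. Regions of enrichment made up 96.9% of it in picogram 1 and 97.4% in picogram 2. Its log2 ratio of ChIP to input was 2.64 ± 0.16 (SD, n = 2), from 191158 ChIP and 94974 input tags in picogram 1 and 149734 ChIP and 51912 input tags in picogram 2. With each position counted once the ratio was 2.13. In windows of 2000 bp the median log2 ratio was 2.55 in picogram 1 and 2.76 in picogram 2, against 0.09 and -0.07 in the 100 kb on either side. Of these outer windows, 17.2% and 15.2% were above 2-fold, and some lay in the domain of 68.8 kb described below. The longest domain was called by its enrichment, so a contrast with its surroundings follows from the calling. The lowest window inside the domain had log2 ratios of -3.18 and -3.84. No gene was placed on dm3, so whether this part of 3R is the stretch in Fig. 3B cannot be told. Domains ahead of the longest domain were considered only near it and above a minimum length, a choice made after seeing the data. Of these, domains of 57.4 kb and 57.5 kb began 674 kb and 283.1 kb before the longest domain. Their log2 ratios were 2.62 ± 0.11 and 2.71 ± 0.11 (SD, n = 2). Another domain of 68.8 kb that began 160.1 kb before it was lower, at 1.47 ± 0.11 (SD, n = 2). The domains of the genome at ranks 2 to 5 by length lay on 3R from 2649701 to 2881500 (2.42 ± 0.18), on 2L from 15288401 to 15498700 (1.76 ± 0.10), on 3R from 17203801 to 17396100 (2.74 ± 0.15) and on 3L from 12534101 to 12724000 (2.46 ± 0.21), each with the SD of n = 2. Of regions of at least 5 kb, the most enriched was the same place on 2R in both libraries, from 5858701 to 5877100 with 8.64-fold enrichment in picogram 1 and from 5858901 to 5877100 with 10.5-fold enrichment in picogram 2.

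**Figure D1:**
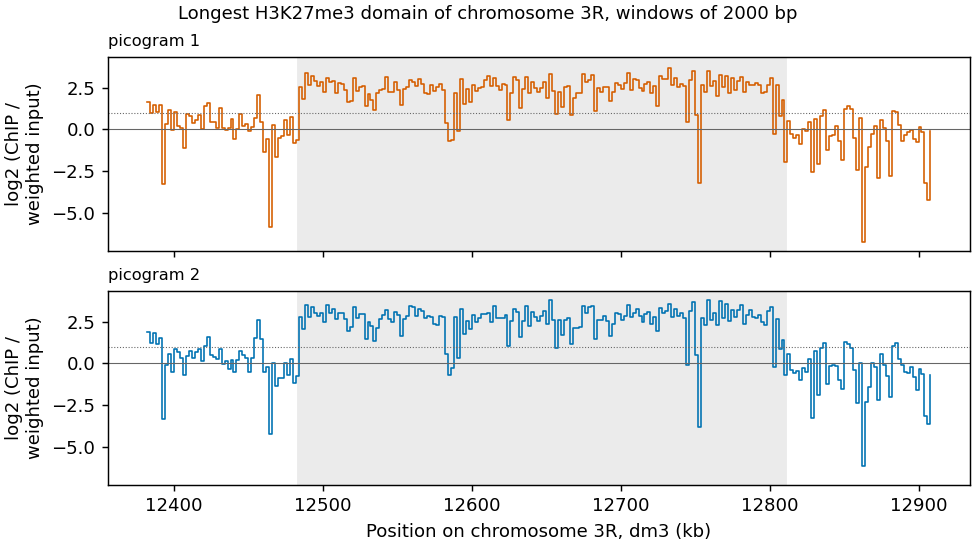
The log2 ratio of ChIP to weighted input is plotted in windows of 2000 bp along chromosome 3R (dm3, in kb) for picogram 1 and picogram 2. The shaded stretch is the longest domain, the dotted line marks 2-fold enrichment, and 92.6% of the windows inside the domain in picogram 1 and 93.9% in picogram 2 are above it.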

While the biological samples and chromatin fragmentation were not identical (see Methods), we found enrichment of similar genomic regions at multiple levels of scale (Figure 3). Furthermore, a genome-wide assessment demonstrates strong overlap between enriched regions in the picogram- and nanogram-scale experiments, and good reproducibility of the results from the picogram samples (Figure 4). This shows that using the method described here, it is possible to produce ChIP-seq results similar to larger scale experiments by using only ~100 pg of DNA as input for library preparation.

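Between the picogram libraries, 1018 of the 1205 picogram 1 regions, a fraction of 0.845 (95% Wilson interval 0.823 to 0.864), were covered over at least 0.5 of their length by regions of picogram 2. In the other direction the fraction was 0.678 (95% Wilson interval 0.653 to 0.701), or 999 of 1474 regions. At a coverage of at least 0.9 the fractions were 0.743 and 0.610. Full coverage was reached by fractions of 0.431 and 0.352. Of the regions with non-zero coverage, 1024 in picogram 1 and 1011 in picogram 2, fractions of 0.994 and 0.988 were covered over at least 0.5 of their length. The difference between the directions shrank when the libraries were thinned to equal totals, to 0.787 for picogram 1 and 0.715 for picogram 2. On the chromosome arms the fractions were 0.902 and 0.723, and on the unplaced sequences U and Uextra they were 0.445 and 0.369. Across 166011 windows of 1000 bp, the log2 ratio of ChIP to input of picogram 1 correlated with that of picogram 2 at a Pearson's r of 0.940 and a Spearman's rho of 0.943. Windows are not independent replicates, so these values only describe the libraries. The log2 ratios differed by no more than 2-fold in 86.8% of all windows and in 96.7% of the windows in regions of enrichment.

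**Figure D2:**
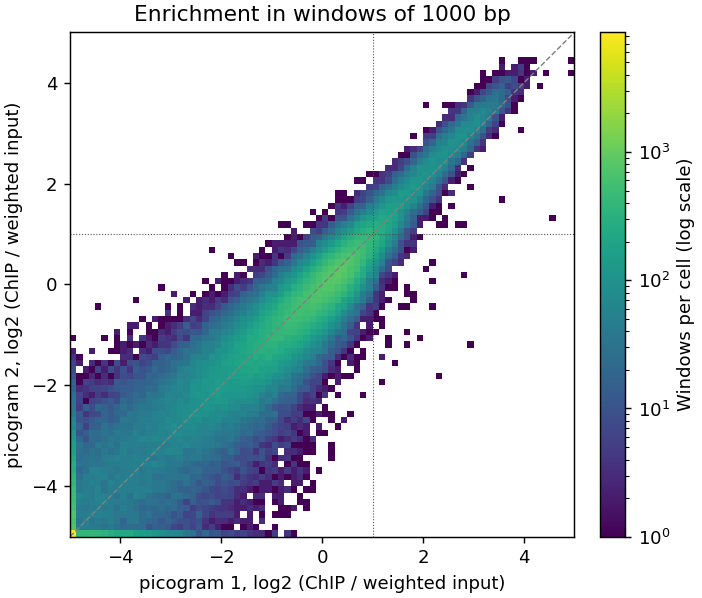
Each cell gives the number of windows of 1000 bp with a given log2 ratio of ChIP to weighted input in picogram 1 (horizontal axis) and picogram 2 (vertical axis), on a log color scale. Dotted lines mark 2-fold enrichment, the dashed line marks equal ratios, and windows beyond the axes are drawn in the cells at the edge.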

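Of the tags sequenced from about 100 pg of ChIP DNA, 33.2% fell in the regions of enrichment in picogram 1 (95% Wilson interval 33.19% to 33.24%) and 38.6% in picogram 2 (95% Wilson interval 38.58% to 38.64%). The same regions held 8.46% and 9.11% of the input tags. The regions were called separately in each library by an excess of ChIP over input, so a higher share of ChIP tags follows from the calling, and the shares also move with the length that was called. From the enrichment of similar genomic regions in Fig. 3, and from the overlap of enriched regions between the scales and between the picogram samples in Fig. 4, the paper concludes that it is possible to obtain ChIP-seq results similar to those of larger scale experiments with about 100 pg of DNA.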

**Table 2:** Data for sequence reads and called clusters of enrichment

	**Total reads**	**Filtered, aligned reads**	**Clusters**
**nanogram input**	5,744,566	5,385,609 (93%)	n/a
**nanogram ChIP**	7,891,078	7,612,895 (96%)	723
**picogram1 input**	52,393,508	46,056,072 (88%)	n/a
**picogram1 ChIP**	23,305,231	15,996,046 (69%)	1050
**picogram2 input**	28,246,963	25,223,327 (89%)	n/a
**picogram2 ChIP**	20,922,935	10,783,494 (52%)	1285

**Figure 3:**
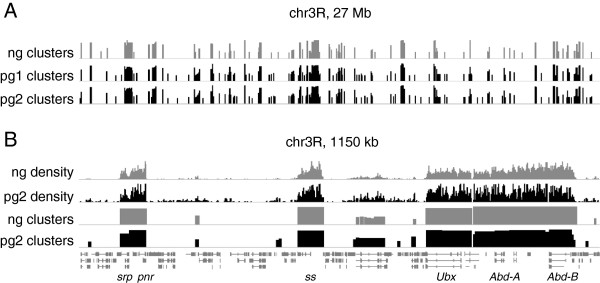
**The modified library protocol recapitulates known regions of enrichment in H3K27me3 ChIP.** Qualitative depiction of tag density and cluster enrichment. ng: data generated from 5–50 ng ChIP DNA by modENCODE. pg1, pg2: biological replicates of data generated from ~100 pg ChIP DNA for this study. The chromatin in the ng experiment is fragmented by sonication, while the chromatin in the pg experiment is fragmented by micrococcal nuclease. **A**: Clusters of region of enrichment on the entirety of chr3R with a significance threshold of Z-score =3 and enrichment of 2-fold or more. y-axis is 0–3 for all samples. **B**: Input subtracted tag density and corresponding regions of enrichment (based on M-values) in ~1000 kb of chr3R. Y-axis is 0–250 for tag density samples and 0–3 for cluster samples. chr3R: chromosome 3R. Selected genes noted in italics.

**Figure 4:**
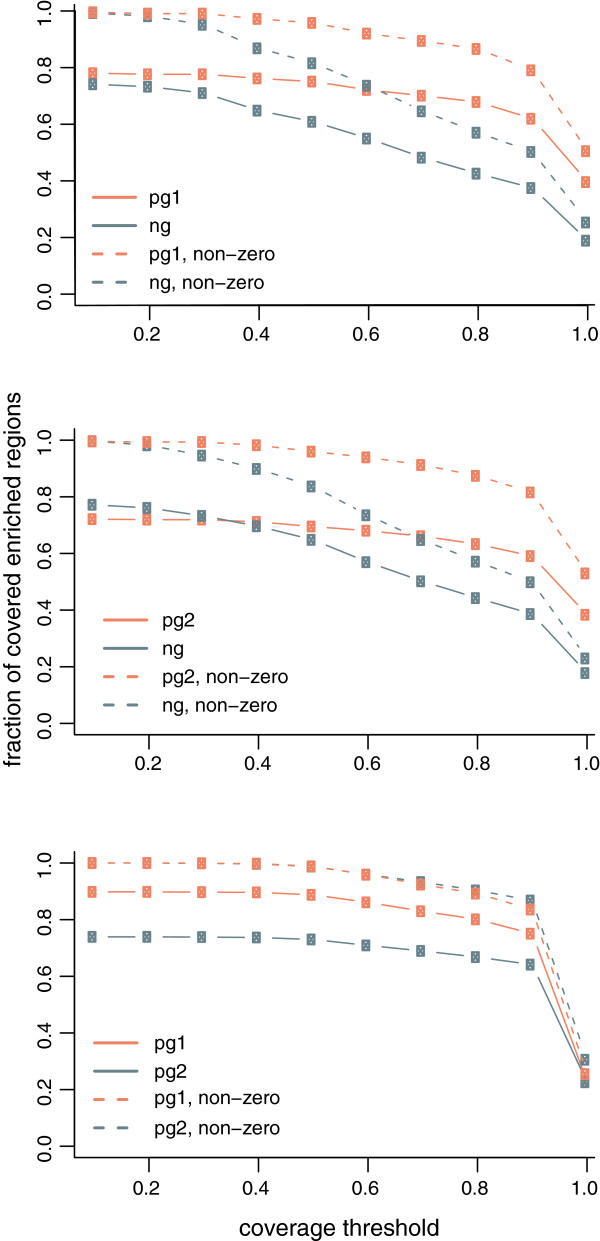
**Pairwise comparison of regions of enrichment in nanogram- and picogram-scale libraries.** Each panel depicts a single pairwise comparison: ng and pg1, ng and pg2, and pg1 and pg2. Coverage of each region of enrichment in one sample (color-coded in the plots) by the regions of enrichment identified in another sample was computed as described in Methods. Then, the fractions of the total number of the regions of enrichment with coverage above the specified threshold were computed and presented in plots (solid lines). Since some regions of enrichment are not reproduced at all in different libraries, the same fractions were computed for the regions that have non-zero coverage (dashed lines) to address possible bias in the analysis.

## Conclusions

This picogram-scale protocol should be broadly useful not only for small scale ChIP experiments, but for any high throughput sequencing experiment where material or yields are limiting and multiplexed sample analysis is desired. We have yet to apply this protocol to ChIP-enriched DNA from mammalian cells. Since ChIP from 5,000 to 10,000 mammalian cells enriches 10–50 pg of DNA and yields adequate depth of sequencing by other library construction methods [1,3], it is reasonable to anticipate that this picogram-scale library construction protocol may also prove useful for experiments in genomes larger than that of *Drosophila*.

Several steps may serve as variables that can tailor the protocol to different DNA samples or quantities. For instance, by monitoring library amplification in real time, cycle number can be kept to a minimum while still ensuring that the reaction has reached the exponential phase and produced enough DNA for the final library. Another variable is the amount of adapter added in the ligation reaction. This may be titrated up or down to accommodate different sample amounts. Two reports demonstrated that use of alternative polymerases or even different thermocyclers can enhance library preparation from specific types of DNA, such as samples unusually low or high in GC percentage, or ancient DNA [4,14]. Finally, the oligo design used in this protocol is transparent and allows all samples to be ligated to universal adapters, while the choice of barcode is delayed until the library amplification step. With simple adjustments to steps in this protocol, it may be customized to a wide array of DNA input sources and concentrations. This should prove useful for high throughput sequencing from small or rare samples of cells, or from DNA enrichment techniques that are particularly low-yielding.

## Methods

### End preparation and adapter ligation

End polishing reactions (50 uL) contained 1X T4 ligase buffer (NEB, Ipswich, MA, USA), 0.4 mM dNTPs, 7.5 U T4 polymerase (NEB), 2.5 U Klenow polymerase (NEB), 25 U polynucleotide kinase and were incubated for 30 minutes at 20C in a thermocycler. SPRI cleanup was performed with 1.8X beads ratio (90 uL beads suspension) as described below, and eluted with 16.5 uL water. A-tailing reactions (25 uL) contained 16 uL sample, 1X NEB buffer 2, 0.2 mM dATP, 7.5U Klenow 3’-5’ exo minus (NEB) and were incubated for 30 minutes at 37C. SPRI cleanup was performed with 1.8X beads ratio (45 uL beads suspension) and eluted with 9.5 uL of water. Adapter ligation reactions (25 uL) contained 9 uL sample, 1X rapid T4 ligase buffer (Enzymatics, Beverly, MA, USA), 0.01 uM annealed universal adapter, 150U T4 rapid ligase (Enzymatics), and were incubated for 15 min at room temperature. SPRI cleanup was performed with 1.6X beads ratio (40 uL beads suspension) and eluted with 10.5 uL water.

### SPRI sample clean-up

SPRI beads (Agencourt AMPure XP, Beckman Coulter) were brought to room temperature before use. Beads in suspension were added to DNA sample in low retention microfuge tubes and mixed by pipetting. The sample was incubated at room temperature for 5 minutes outside a magnetic rack, and 8 minutes inside a magnetic rack. While keeping the tube in the rack, supernatant was removed by aspiration, and the beads pellet was washed twice for 30 seconds with 200 uL of 80% ethanol (freshly prepared), taking care not to disturb the pellet by addition of the wash. Complete removal of the second wash was sometimes assisted by centrifuging the tubes briefly and replacing them in the magnetic rack. The pellets were allowed to dry at room temperature in the magnetic rack for 5 minutes with open caps. The beads pellet was resuspended in the required volume of water by pipetting, allowed to incubate outside the magnetic rack for one minute, inside the magnetic rack for one minute, and the eluate removed from the beads by pipette and used for the next step. A cost-effective alternative to purchasing AMPure beads is making them in the lab using paramagnetic carboxyl-coated beads in PEG/NaCl buffer [16].

### Library amplification by qPCR

PCR reactions (50 uL) consisted of 1X Phusion HF master mix (NEB), 0.2 uM universal primer, 0.2 uM barcoded primer, 1X SYBR Green I (Invitrogen), and 0.5 uL Rox (USB). Thermocycling was performed by initially denaturing for 30 seconds at 98C; then multiple cycles of the following: 10 seconds denaturation at 98C, 20 seconds annealing at 64C, and 45 seconds extension at 72C. Reactions were stopped at the end of the extension, after SYBR green reported reaction kinetics in the log phase for several cycles. The thermocycler used in these experiments was an Applied Biosystems 7500 Fast Real-Time PCR System.

### Illumina sequencing and data analysis

Libraries were diluted and pooled for cluster generation and sequence analysis on one lane of an Illumina HiSeq2000 by a local NGS service provider, who sequenced the library using standard manufacturer’s procedures. Sequenced tags were aligned to the *D. melanogaster* genome (dm3) using Bowtie aligner [17]. Only tags with no more than two mismatches in the first 28 bp of the tag were retained. Tags with up to five alignments were accepted to allow interrogation of repetitive regions and, in the case of tags with multiple mappings, only the best alignment was reported and taken for further analysis in the case of tags with multiple mappings. 

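Tags beyond the first at a position and strand made up 53.3% of the tags in the picogram 1 ChIP library and 45.0% in the picogram 2 ChIP library. In the inputs they made up 28.2% in picogram 1 and 17.9% in picogram 2. The mean number of tags per profiled position was 2.14 and 1.82 in the ChIP libraries and 1.39 and 1.22 in the inputs.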

In the picogram samples, reads mapping to the same genomic positions constituted a higher proportion than in the nanogram sample. However, a plurality of the profiled genomic coordinates are associated with a single read count (at least 40%; data not shown). 

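Positions with a single tag made up 45.7% of the profiled positions in the picogram 1 ChIP library and 54.8% in the picogram 2 ChIP library, and a single tag was the most frequent count in each library. In the inputs the shares were 73.0% and 82.7%. Positions with exactly 2 tags made up 25.8% of the picogram 1 ChIP positions. The shares depend on depth. With every library thinned to 10783494 tags, single-tag positions made up 56.2% and 54.8% in the ChIP libraries and 91.4% in each input. On the chromosome arms only, the share in the picogram 1 ChIP library was 39.9%.

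**Figure D3:**
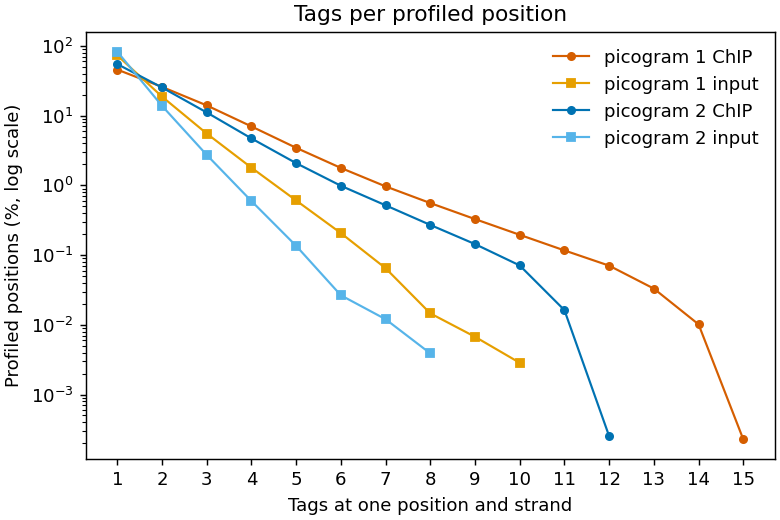
The percentage of profiled positions (log scale) is plotted against the number of tags at a position and strand for the 4 picogram libraries. The lines of the ChIP libraries fall more slowly than those of the inputs, and end at 15 and 12 tags against 10 and 8.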

The genomic distributions of mapped tags were analyzed using SPP package [18]. In short, positions in the genome with the numbers of mapped tags above the significance threshold defined by a Z-score of seven were identified as anomalous, potentially resulting from amplification bias. 

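The tag tables reach a ceiling on each sequence after this step. On chromosome 3R no position held more than 14 tags in the picogram 1 ChIP library, 11 in the picogram 2 ChIP library, 7 in the picogram 1 input and 5 in the picogram 2 input. On Uextra the ceilings were 6 and 5 tags in the ChIP libraries of picogram 1 and picogram 2, and 10 and 8 in the inputs. With a stricter local filter, which removed positions above a Z-score of 5 within 200 bp, 1387 regions of enrichment were identified in picogram 1 and 1609 in picogram 2.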

The tags mapped to such positions were discarded. 

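On chromosome 3R, positions on the positive strand were most often followed by a position on the negative strand at a distance of 150 bp in each of the 4 picogram libraries, among distances from 60 to 300 bp in steps of 5 bp. Moving the tags by 100 bp instead of by 75 bp, an alternative chosen after seeing the data, gave 1187 regions of enrichment in picogram 1 and 1467 in picogram 2.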

Since the positions of sequenced tags correspond to 5’-ends of the DNA fragments, these positions were shifted by the half of the average fragment size (75 bp) towards the fragment 3’-ends to represent centers of the DNA fragments. The positions of tags mapping to positive and negative DNA strands were combined. Tag density profiles (Figure 3) along chromosomal coordinates were calculated for each sample using Gaussian kernel with 50-bp bandwidth. Continuous regions of enrichment (Figure 3B) were identified with SPP package using default parameters. Only regions meeting the significance threshold of Z-score=3 and with enrichment 2-fold and more were retained for further analysis. The positional overlap between enriched regions (Figure 4) was identified in pair-wise comparison of the samples. As a measure of reproducibility of the H3K27me3 enrichment, the coverage value was computed for each region as a fraction of base pairs belonging to this region and to any other region in another sample. The fraction of enriched regions having coverage values above the specified threshold was identified to analyze reproducibility between the samples. Since presence of a considerable fraction of enriched regions that are called in one sample and not called in another sample can obscure the analysis, we computed the fractions of the reproduced enriched regions both for all regions and for the regions that have non-zero coverage. 

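For the picogram libraries, the regions were moved along each chromosome by a random distance, with the ends of the chromosome joined, in 1000 draws. After such shifts a mean fraction of 0.105 of the picogram 1 regions had a coverage of at least 0.5 by picogram 2 regions, and the highest fraction in any draw was 0.220. In the other direction the mean was 0.0981 and the highest 0.196. The observed fractions were above every draw in both directions (one-sided permutation test, p = 0.001, the smallest value that 1000 draws can give).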

Results from a comparison to randomized regions are provided for reference (Additional file 3) and illustrate the significance of the enrichment overlap observed in the real data.

### Availability of supporting data

The datasets supporting the results of this article are available in NCBI’s gene Expression Omnibus and are accessible through GEO Series accession number GSE48431 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE48431).

## Abbreviations

ChIP: Chromatin immunoprecipitation; ChIP-seq: ChIP followed by high throughput sequencing; H3K27me3: Trimethylated lysine 27 of histone H3; chr3R: Chromosome 3R; BX-C: Bithorax complex; Ubx: Ultrabithorax; Abd-A: Abdominal-A; Abd-B: Abdominal B.

## Competing interests

The authors declare no competing financial or non-financial interests.

## Authors’ contributions

SKB and MDS developed the library protocol. MDS and MLB designed the oligos. AMD did the ChIP experiment, and MT analyzed the sequencing data. The manuscript was written by SKB with contributions from MT and MDS. REK participated in the design and coordination of the study and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 List of the oligonucleotide sequences used for library construction. Click here for file

Additional file 2 Detailed protocol of library construction. Click here for file

Additional file 3: Figure S1 Pairwise comparison of the randomized data. Click here for file

# Supplementary material for: Multiplexed Illumina sequencing libraries from picogram quantities of DNA
**Source:** BMC Genomics. 2013 Jul 9;14:466. doi: 10.1186/1471-2164-14-466
**Supplement:** Additional file 1 — List of the oligonucleotide sequences used for library construction.

## Oligo sequences

Oligonucleotides were synthesized by Integrated DNA Technologies with phosphorothioate (\*) linkages or 5' phosphate (Phos) as indicated, and HPLC purified. Index/barcode sequence is in **bold**. Oligo design is based on sequences from Illumina: Oligonucleotide sequences © 2007-2011 Illumina, Inc. All rights reserved. Derivative works created by Illumina customers are authorized for use with Illumina instruments and products only. All other uses are strictly prohibited.

Universal adapters:

A.U1:

5'-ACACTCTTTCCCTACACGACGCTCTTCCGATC\*T-3'

A.U2:

5'-Phos/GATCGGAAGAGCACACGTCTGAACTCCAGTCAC-3'

Index primers:

PCR.1:

5'-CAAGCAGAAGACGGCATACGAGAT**CGTG**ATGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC\*T-3'

PCR.2:

5'-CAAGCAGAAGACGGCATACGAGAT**ACATCG**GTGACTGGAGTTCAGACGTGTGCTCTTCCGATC\*T-3'

PCR.3:

5'-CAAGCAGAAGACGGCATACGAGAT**GCCTA**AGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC\*T-3'

PCR.4

5'-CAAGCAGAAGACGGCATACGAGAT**TGGTCA**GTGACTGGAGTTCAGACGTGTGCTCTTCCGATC\*T-3'

PCR.5

5'-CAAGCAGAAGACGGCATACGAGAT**CACTGT**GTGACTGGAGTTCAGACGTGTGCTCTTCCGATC\*T-3'

PCR.6

5'-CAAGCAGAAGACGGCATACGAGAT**ATTGGC**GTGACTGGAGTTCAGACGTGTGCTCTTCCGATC\*T-3'

Universal primer:

PCR.U

5'-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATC\*T-3'

How the deposited data were processed for this re-analysis (not part of the article)

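H3K27me3 ChIP-seq of Drosophila embryos was analysed for the biological replicates picogram 1 and picogram 2, each with a ChIP library from about 100 pg of DNA and an input library. The 4 libraries belong to one condition, and ChIP was compared with input within each replicate or over both. The larger scale nanogram libraries were not analysed here.

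The authors aligned the reads to dm3 with Bowtie, accepted tags with up to 5 alignments and took the best one, discarded positions above a Z-score of 7, and deposited for each position and strand the count of tags that remained, without normalization. The totals of the tables, 15996046 and 46056072 tags in the picogram 1 ChIP and input libraries and 10783494 and 25223327 in those of picogram 2, equal the filtered, aligned reads of Table 2. The filter planned for anomalous positions was therefore not applied again, and a stricter one was run as an alternative.

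From these counts, tags were moved by 75 bp, binned at 100 bp and summed in sliding windows of 1000 bp. A window passed with a Z-score of at least 3, where the Z-score is the ChIP count minus the weighted input count, divided by the square root of the weight times the sum of both counts. The weight is the ratio of total ChIP tags to total input tags, 0.347 in picogram 1 and 0.428 in picogram 2. Joined windows with at least 2-fold enrichment (pseudocount 1) were taken as regions. This rebuilds the broad clusters of the SPP package, which was not used here. On simulated libraries with 200 planted regions, 100% of them were covered over at least 0.9 of their length, and 9 of 209 called regions held no planted one. Without planted enrichment, 35 regions were called over the whole genome. These tags were drawn independently from a smoothed input profile, so the simulation does not test the effect of repeated tags.

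Coverage was computed as in the paper's methods and set against 1000 random circular shifts of the regions along each chromosome. Fixed windows of 1000 bp with a mean of at least 10 tags were tested with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3), with total tags as library size and no replicate block, at a Benjamini-Hochberg adjusted p-value of 0.05. DESeq2 1.42.0 was run as an alternative. On simulated counts with 200 windows changed 4-fold, 97% of them were called in the right direction, and 5 of 165811 unchanged windows were called. This simulation used a common dispersion and changed few windows, so it does not test the scaling of the libraries. Replicate numbers pair each ChIP library with its own input, as the labels and Table 2 give them, and a fit with the replicate number as a block is reported beside the fit without it. For single values, 2 libraries against 2 cannot go below an exact p of 0.33, so means with their SD are given. Shares have Wilson intervals at the 95% level, computed with scipy 1.17.1 in Python 3.11.15. They cover counting error only, since PCR copies are counted as tags.

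Before the data were examined, the tests, 83 alternatives and the rule for the places named in the text were set. The rule took the genes the paper names where a dm3 annotation locates them, the 5 longest domains of the genome and the longest of chromosome 3R, and the most enriched region of at least 5 kb in each library. The shorter domains of chromosome 3R ahead of its longest one were not covered by this rule and were chosen after the data were seen. No dm3 annotation was used here. The RefSeq annotation of Release 6 was used only for the order of genes, and no gene was placed on dm3 coordinates. The alternatives change the window, the Z-score, the fold enrichment, the weight and choice of the input, the counting of repeated tags, the filter on positions, the depth, the sequences included, the coverage that counts, the normalization, the test, the window size, the pseudocount and the replicates included. Moving tags by 100 bp, moving windows by 20 bp, and keeping regions of the chromosome arms under the genome-wide weight were added after the data were seen.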

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

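Of the comparisons below, that with random shifts was chosen after the regions had been seen, and that of input depth was set before its result.

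The unplaced sequences U and Uextra, which the paper's text does not discuss, held 146 regions of enrichment in picogram 1 and 176 in picogram 2, called above the weighted input as on the other sequences. They were short, with a median length of 1.2 kb and 1.3 kb against 7.6 kb and 6.35 kb on the chromosome arms. The sharing between the libraries was above that of random placement, but most of these regions were not shared. A fraction of 0.445 of the picogram 1 regions was covered over at least 0.5 of its length by picogram 2 regions, and 0.369 in the other direction, against means of 0.00761 and 0.00574 after random shifts (one-sided permutation test, p = 0.001 in both directions, the smallest value the draws can give). Regions below this coverage numbered 81 in picogram 1 and 111 in picogram 2. In a library simulated from a smoothed input profile with no enrichment, 35 regions were called over all sequences, 30 of them on U and Uextra. Counting noise of single libraries therefore cannot be ruled out for a part of the regions that were not shared. A low input is a candidate explanation. The median number of input tags per kb inside these regions was 0.217 times the mean of the same sequences, as the mean of both libraries, while on the arms the corresponding values were 1.000 and 0.992. ChIP tags inside the regions were not raised in picogram 1, with a median of 27.6 per kb against a mean of 34.0 over U and Uextra, and were 31.5 against 22.5 in picogram 2. Regions were called by ChIP above weighted input, so where ChIP is not raised a low input follows from the calling. The input values therefore describe these regions and cannot test the explanation. Tags with several alignments, of which one was kept, were not tested as a source, and the design has no second condition with which a biological explanation could be tested.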

How the results depend on the processing

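The number of regions depended on the processing more than any other result. Values are given for picogram 1 and then picogram 2, against 1205 and 1474 as reported. Windows of 500 bp gave 6309 and 8749 regions and windows of 2000 bp gave 373 and 435. A Z-score of at least 5 gave 1824 and 2917, and at least 3-fold enrichment gave 435 and 471. With the input weighted by tags outside enriched windows the numbers were 11220 and 10967, and with each position counted once 2148 and 2601. With the chromosome arms only, which also changes the weight, they were 801 and 950. With the weight kept as over all sequences, an alternative chosen after seeing the data, the arms held 1056 and 1292, which shows that the change in weight, and not only the sequences left out, lowered the counts. The stricter filter on positions, the input of the other library, thinning, and the later added moves of tags by 100 bp and of windows by 20 bp stayed within 1.5 times the reported numbers. Except where noted, the cause was not tested.

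The fractions of regions covered by the other library were above random shifts under all 32 alternatives run for the 2 directions, ranging from 0.724 to 0.994 for picogram 1 and from 0.533 to 0.988 for picogram 2. The upper ends come from keeping only regions with non-zero coverage, which selects regions by their overlap and so is no test of it. Without that setting the highest fractions were 0.941 for picogram 1 and 0.888 for picogram 2. The fraction was higher for picogram 1 than for picogram 2 under each of these settings except the weight by tags outside enriched windows, where it was 0.724 against 0.888.

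The number of windows with more ChIP than input was 33608 as reported, 56379 with edgeR's TMM normalization, and 6638 in windows of 5000 bp, of which 33429 were tested. With DESeq2 it was 44975, and with the replicate block 31403. The other fits, on all windows with at least 1 tag, on positions counted once and on thinned libraries, stayed within 1.5 times. The fits that each left out one replicate had from 15497 to 15505 windows at least 2-fold enriched, without a test. Windows with more ChIP and at least 2-fold enrichment numbered 14919 as reported, 28393 with TMM and 27650 with DESeq2. Windows with less ChIP than input numbered 87654 (52.8%) as reported, 69120 (41.6%) with TMM and 58797 (35.4%) with DESeq2.

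The mean log2 ratio in the longest domain of chromosome 3R was 2.64 as reported, 3.87 with the input weighted by tags outside enriched windows, and 2.13 with each position counted once. It ranged from 2.53 to 2.75 with either replicate left out, and moved by less than 1 SD with no pseudocount. Swapping the inputs between the libraries leaves the mean over both unchanged by construction, so that setting cannot test this value. The correlation between the libraries was 0.940 as reported, 0.971 in windows of 5000 bp, 0.949 with a pseudocount of 10, 0.941 with each position counted once, 0.942 with the other input and 0.928 in windows outside the regions of enrichment. The causes of these moves were not tested.

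For the shares of single-tag positions and of ChIP tags in regions, 17 of the 18 alternative values lay outside their narrow counting intervals. Depth limits the shares of single-tag positions, which rose in each deeper library when it was thinned.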

Differences from the paper's values

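The fraction of picogram 1 regions fully covered by picogram 2 regions was 0.431, against the paper's about 0.26 in Fig. 4, read by eye. In the other direction it was 0.352, against the paper's about 0.23 in Fig. 4, read by eye. For picogram 1, the alternatives set before the data were examined that came within 1.5 times of the paper's value were windows of 500 bp (0.384), windows of 2000 bp (0.327), a Z-score of at least 5 (0.314), each position counted once (0.336) and the stricter filter on positions (0.385). At least 3-fold enrichment, the weight by tags outside enriched windows, the other input, thinning and the chromosome arms only did not. For picogram 2, those that came within it were windows of 500 bp (0.335), a Z-score of at least 5 (0.317), each position counted once (0.333), the other input (0.334) and thinning (0.286). Windows of 2000 bp, at least 3-fold enrichment, the weight by tags outside enriched windows, the stricter filter on positions and the chromosome arms only did not. Windows moved by 20 bp, a setting chosen after seeing the values, gave 0.287 and 0.249.

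The numbers of regions, 1205 and 1474, were within 1.5 times of the paper's 1050 and 1285. The settings that came closest were both chosen after seeing the values. Regions on the chromosome arms, with the weight over all sequences, numbered 1056 and 1292, and windows moved by 20 bp gave 1068 and 1271. The fractions at lower coverage, read by eye from Fig. 4, were also within 1.5 times. So was the longest domain of chromosome 3R, at 327.1 kb against the paper's 300 kb for the BX-C. No gene was placed on dm3, so these may not be the same stretch. The tag totals are the deposited values themselves, and the share of single-tag positions was set beside a lower bound of 40%. Neither tests the processing.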

Other observations

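Tests of equal totals with both kinds of library thinned, and of single-tag positions at equal totals, were chosen after the result had been seen. So were those of input tags at the same base and of random loss. Moving windows by 20 bp was also chosen after the values had been seen. The other tests were set before their result.

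Picogram 2 had 1.22 times as many regions of enrichment as picogram 1, although its libraries are smaller. With ChIP and input tags thinned to equal totals the ratio was 1.02, so a difference in total tags is consistent with the higher count. Thinning only the ChIP libraries left a ratio of 1.09 and thinning only the inputs left 1.11, so each closed a part of the gap. The gap also moved with the input while the ChIP libraries kept all tags. With the input of the other library the counts were 1305 in picogram 1 and 1354 in picogram 2. This swap also exchanges the depths of the inputs, so it cannot separate depth from another cause. With the input weighted by tags outside enriched windows the order was reversed, at 11220 and 10967. That weight was set with all tags kept, so depth was not the only setting that moved the gap. In picogram 1, thinning ChIP and input lowered the number of joined runs of windows before the filter on 2-fold enrichment, from 20905 to 19012, while the number that passed this filter rose from 1205 to 1447. Why more runs passed was not tested. The design has no second condition, so no biological explanation was tested.

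Positions with a single tag were fewer in the ChIP libraries than in their inputs. A difference in total tags does not account for this, since at equal totals the mean difference was 35.9 percentage points. Tags gathered in the regions of enrichment do not account for it either, since the difference was 32.8 points outside the regions at equal totals. Weaker enrichment was left in that comparison and is not excluded. Before the filter on 2-fold enrichment, joined windows covered 57487600 and 44600700 bases in picogram 1 and picogram 2, against 13932200 and 15131200 in the regions. Cut sites of micrococcal nuclease that are common to the libraries were examined through tags at the same base. At input positions with 2 or more tags, tags of the other input at the same base, relative to the bases 10 bp away, were 1.75 times those at positions with 1 tag. At ChIP positions the corresponding rise was 1.16 for input tags and 1.25 for tags of the other ChIP library. Positions with 2 or more tags are a larger share of the ChIP positions than of the input positions, so these rises have no common scale, and how much of the repeated tags shared cut sites account for cannot be told. Copies made in the amplification of about 100 pg of DNA are another candidate source. They were not tested directly, since the tables hold no molecular identifiers.

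The share of fully covered regions was larger here than in Fig. 4. Region ends placed on a 100-bp grid are a candidate explanation, since the share of picogram 1 regions fell to 0.287 with windows moved by 20 bp. The paper's text does not name the step that was used.

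In 12488 of 120149 windows of 1000 bp on the chromosome arms, or 10.4%, ChIP tags were at least 8-fold below the weighted input in both libraries. The median was 2 and 1 ChIP tags per window in picogram 1 and picogram 2, against 287 and 156 input tags. Random loss of fragments from small amounts of DNA would leave such windows in different places, but those shared by both libraries were 6.75 times as many as the 1850 that the single libraries give by chance. The median number of input tags in these windows was 0.972 times that of all windows of the arms. This describes the windows only, since windows with few input tags can hardly reach such a ratio. With each position counted once the number of shared windows was 0.841 times as large. Counting positions once cannot restore those that the authors removed, so removal of crowded positions was not ruled out. On chromosome 4, 53.2% of windows were of this kind, against 7.55% on 3R and 11.2% on 2L. The longest stretch extended over 43 kb of the X chromosome in dm3, from 15903001 to 15946000. The GC content of these windows was not tested, because no genome sequence was used here, so the pattern cannot be told apart from that removal or from a bias of base composition shared by the ChIP libraries.

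Chromosome 4 had 0.989 and 0.990 times the input tags per kb of the arms 2L, 2R, 3L and 3R in picogram 1 and picogram 2, and 0.421 and 0.455 times their ChIP tags per kb. The X chromosome had 0.729 and 0.723 times their input tags per kb and 0.712 and 0.699 times their ChIP tags per kb. Outside the regions of enrichment, the log2 ratio of ChIP to input still correlated between the libraries, with a Pearson's r of 0.928 across 148693 windows and 0.919 on the chromosome arms only.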
